A study of Homo sapiens with 6 samples. Its data were reported in "SNORA28 Promotes Proliferation and Radioresistance in Colorectal Cancer Cells through the STAT3 Pathway by Increasing H3K9 Acetylation in the LIFR Promoter" (2024).

How the data were processed

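Poly(A)-selected RNA from HCT116 cells, an established human colorectal carcinoma line, was sequenced in 6 libraries. Cells had been infected with a control lentivirus (LV-NC, 3 libraries) or with a lentivirus carrying the small nucleolar RNA SNORA28 (LV-SNORA28, 3 libraries). Libraries were stranded by the dUTP method, per the labels, and read as paired ends. Groups were taken from the sample titles.

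The authors deposited 1 table per library with an Ensembl gene identifier and an FPKM value, that is, fragments scaled to transcript length and to the mapped total of the library, written with at most 2 decimals. The aligner, the quantification tool, the genome build, the annotation release, any filter and the mapped totals were not stated for these files. Each table listed 60612 genes. Symbols were found for 60401 of them, and 211 kept their identifier. Symbols, biotypes, coordinates and transcript sequences came from GENCODE release 44 on GRCh38, which may differ from the annotation used to make the values. No table had a further value column. All pairs of libraries differed in at least 24840 genes, so no library appeared to have been entered more than once.

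Read depth was not given and could not be recovered. In 4840 single-exon genes of 400 to 800 nt, between 33.7% and 38.1% of low values per library lay within 0.1 of a whole multiple of the most common step, against 20% by chance. No counting interval was therefore attached to any FPKM value, and the precision of low values is unknown beyond the spread between libraries. Because FPKM is relative to all mapped fragments, a change in a few abundant transcripts shifts the values of every other gene.

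The planned count model was replaced by limma 3.58.1 in R 4.3.3, as had been foreseen for normalized values, since the deposited unit was FPKM. Values were transformed to log2(FPKM + 1), and the 12076 genes with a mean of at least 1 FPKM over the 6 libraries were fitted with lmFit and eBayes with a mean-variance trend. P-values were two-sided and adjusted by the Benjamini-Hochberg method. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. The threshold of the study, an unadjusted p below 0.05 with a fold change above 1.5, was applied to the same fit and to a fit of all 32761 genes above 0 in any library. Exact two-sided permutation tests of 3 against 3 libraries cannot go below p = 0.1.

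The tests, a list of 14 genes, 6 gene sets and the rule for naming genes were fixed before the data were examined. The rule took the 14 genes and, in each direction, the 5 genes with the largest fold change among those with an adjusted p below 0.05, no overlap between the groups and a mean of at least 1 FPKM. Of the 14 genes, 3 fell below the filter and were read from the fit without a filter. The result of 1 of the 14 genes is not reported here. Gene sets for JAK-STAT signalling, cytokine receptors, PI3K-AKT signalling, STAT3 targets, proliferation and interferon response were compiled from general knowledge and are not those of a pathway database. They were tested with camera at a preset inter-gene correlation of 0.01. Over-representation was tested with one-sided Fisher's exact tests against all genes tested, with the Benjamini-Hochberg method over 3 sets.

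On simulated values for the comparison of LV-SNORA28 with LV-NC, with 200 of 12076 genes changed, the fit recovered 39.5% of changes of 0.5 on the log2 scale, 78% of changes of 1 and 95.5% of changes of 2. All recovered genes had the right sign. The data gave 1076 calls, more than were planted, and the cutoff of the adjustment depends on how many genes change. These shares therefore do not give the sensitivity of the real comparison. Motif and position tests were run in Python 3.11.15 and checked on planted effects.

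Alternatives planned before the data were examined were the fit without a trend, quantile normalization, other filters, a pseudocount of 0.1, the replicate number as a block, a fold change above 2, a low level of 0.5 FPKM, other set tests and each library left out in turn. Scaling to the nuclear FPKM sum, the removal of GC and length trends, and the pseudocount of 0.1 without a filter were added after the data were seen.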

Results

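Gene expression was measured by RNA sequencing in HCT116 colorectal carcinoma cells to ask what overexpression of SNORA28, a small nucleolar RNA of the H/ACA class, changes. Of the 6 libraries, 3 came from cells infected with the control lentivirus LV-NC and 3 from cells infected with LV-SNORA28. Between 24231 and 25771 genes per library had an FPKM above 0, and between 11664 and 12259 had at least 1 FPKM. Pearson correlations of log2 values across genes ran from 0.972 to 0.979 within groups and from 0.964 to 0.971 between groups. Genes are not independent replicates, so these values describe the libraries only. The first principal component held 37.2% of the variance and separated the groups.

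The 37 mitochondrially encoded genes took 44.4% ± 2.83 (SD, n = 3) of the FPKM sum in LV-NC and 37.3% ± 1.25 (SD, n = 3) in LV-SNORA28. The groups did not overlap, and the exact two-sided permutation p was 0.1, the smallest that 3 against 3 libraries allow. The FPKM sum was 349575 ± 21861 (SD, n = 3) in LV-NC and 315045 ± 7834 (SD, n = 3) in LV-SNORA28.

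**Figure D1:**
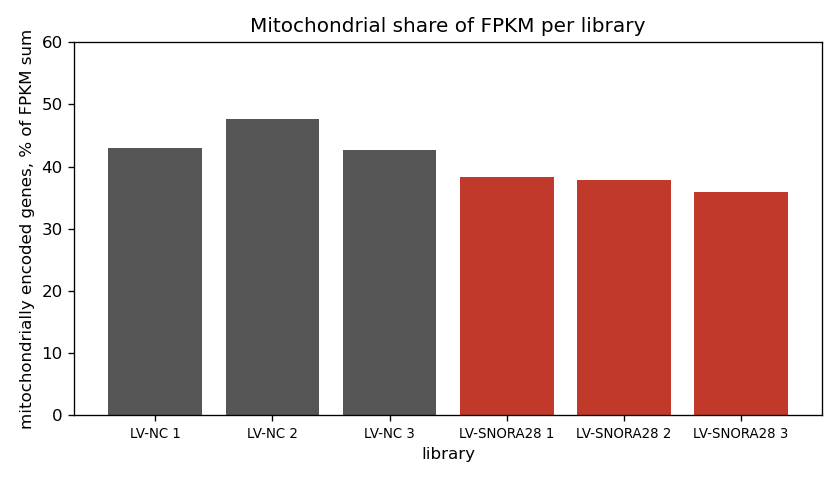
Share of the FPKM sum in mitochondrially encoded genes (vertical axis, percent) in each library (horizontal axis), with LV-NC in grey and LV-SNORA28 in red. The LV-NC libraries lie between 42.7% and 47.7%, all above the LV-SNORA28 libraries, which lie between 35.9% and 38.3%.

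The targeted gene was examined first, since it checks the labels. SNORA28 (ENSG00000272533; GRCh38 chromosome 14, 103337849 to 103337974, plus strand) lies within EIF5 (ENSG00000100664; chromosome 14, 103333544 to 103345025). The sequence listed for the LV-SNORA28 insert has 126 bases, the length of the annotated gene. SNORA28 was listed at 0.92, 0 and 0.64 FPKM in the LV-NC libraries and at 15.01, 13.66 and 15.2 FPKM in the LV-SNORA28 libraries. Its log2 fold change was 3.41 (SE 0.23), with an adjusted p of 0.00228 in limma. Poly(A) selection recovers small nucleolar RNA poorly, so the FPKM of SNORA28 is not its cellular level. The host gene EIF5 had 11.6 ± 4.56 FPKM (SD, n = 3) in LV-NC and 15.4 ± 2.15 FPKM (SD, n = 3) in LV-SNORA28. This difference was within the spread of the libraries, with a log2 fold change of 0.43 and an adjusted p of 0.30 in limma. Without LV-NC replicate 1, which had 16.88 FPKM, the log2 fold change of EIF5 was 0.71 with an adjusted p of 0.0417. Reads of the insert and of the overlapping host gene could not be separated here.

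Across the 12076 genes tested, limma gave 1076 genes with an adjusted p below 0.05, of which 822 were higher and 254 lower in LV-SNORA28. At an unadjusted p below 0.05 there were 3385 genes, against 604 by chance. The median log2 fold change of all genes tested was 0.09. The balance of higher and lower calls depended on the scaling, and quantile normalization of the log2 values gave 451 higher and 375 lower genes. Of these, 684 were among the 1076, with no change of sign. The number of calls moved most when a library was left out, to 279 genes without LV-SNORA28 replicate 2. All 1076 genes had groups that did not overlap. Among all genes tested this held for 35.1%, against 10% by chance. Of the higher genes, 93.9% were protein-coding and 1.70% were pseudogenes. Of the lower genes, 56.7% were protein-coding and 38.6% were pseudogenes, against 6.10% pseudogenes among all genes tested.

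**Figure D2:**
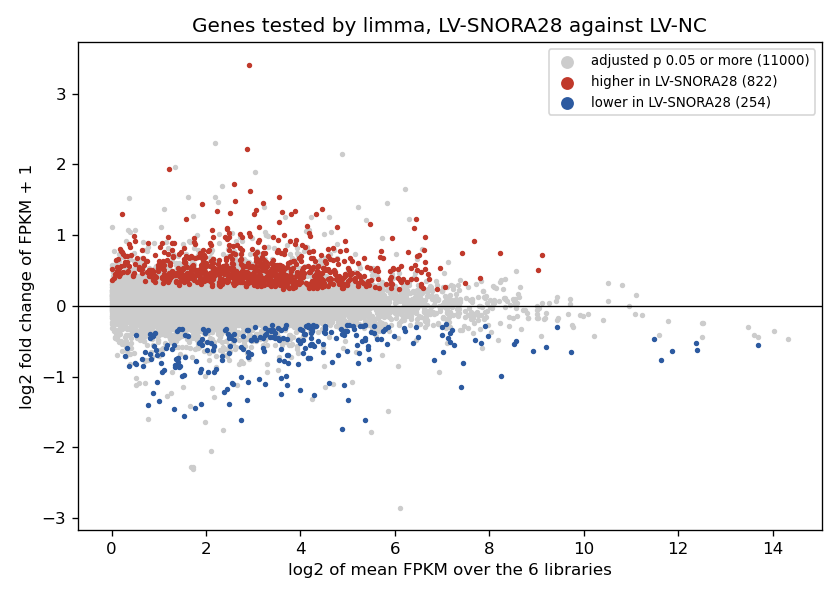
Log2 fold change of FPKM + 1 between LV-SNORA28 and LV-NC (vertical axis) against the log2 of the mean FPKM over the 6 libraries (horizontal axis), with 1 point per gene tested. Red points are the 822 genes with an adjusted p below 0.05 that were higher in LV-SNORA28, blue points the 254 that were lower, and grey points the rest.

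The threshold of the study was then applied to the same fit. It gave 458 genes, of which 311 were higher and 147 lower. The fold change was taken on the log2(FPKM + 1) scale. LIFR and STAT3 had FPKM ratios of 2.06 and 1.54 but fell short of 1.5 on that scale. A pseudocount of 0.1 in place of 1 gave 771 genes, and 1819 when no filter was used either. A fold change above 2 in place of 1.5 gave 92. Without a filter and with a pseudocount of 1, 484 genes passed, of which 52 (10.7%) had a mean below 1 FPKM. With a pseudocount of 0.1 that share was 58.1%.

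Among the genes named by the rule, those with the largest increase after SNORA28 were HNRNPA1L2 (ENSG00000139675; GRCh38 chromosome 13, 52642431 to 52643773), ENSG00000263244 (chromosome 16, 9104848 to 9113181), MZT1 (ENSG00000204899; chromosome 13, 72708367 to 72727629) and ARL2BP (ENSG00000102931; chromosome 16, 57245259 to 57253635). HNRNPA1L2 had 1.93 ± 0.225 FPKM (SD, n = 3) in LV-NC and 12.7 ± 1.67 FPKM (SD, n = 3) in LV-SNORA28. Its log2 fold change was 2.22 (SE 0.11), with an adjusted p of 0.00103 in limma. It is a close copy of HNRNPA1, so its reads are uncertain. MZT1 had 2.28 ± 0.372 FPKM (SD, n = 3) in LV-NC and 9.83 ± 1.17 FPKM (SD, n = 3) in LV-SNORA28. Its log2 fold change was 1.72 (SE 0.12), with an adjusted p of 0.00240 in limma. ENSG00000263244 (log2 fold change 1.93, limma adjusted p 0.0366) overlaps HAPSTR1, and its adjusted p reached 0.0971 without LV-NC replicate 3. ARL2BP (log2 fold change 1.63, limma adjusted p 0.0389) had an adjusted p of 0.120 without LV-SNORA28 replicate 2.

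The 5 genes named by the rule for the largest decrease were all annotated as pseudogenes. They were RPL41P5 (ENSG00000256393; GRCh38 chromosome 12, 93083598 to 93083675), EEF1A1P13 (ENSG00000250182; chromosome 5, 14651941 to 14653329), EEF1A1P16 (ENSG00000213235; chromosome 12, 16990670 to 16992083), ENSG00000288592 (chromosome 15, 79899031 to 79899185) and MTND6P4 (ENSG00000249119; chromosome 5, 134924123 to 134924644). Their log2 fold changes were -1.74, -1.61, -1.61, -1.56 and -1.46, with limma adjusted p-values of 0.0315, 0.00334, 0.00383, 0.0455 and 0.00207. RPL41P5 was listed at 78.01 FPKM in LV-NC replicate 2 and at 32.85 and 29.84 FPKM in the other LV-NC libraries. Its adjusted p was 0.102 without LV-SNORA28 replicate 3. That of ENSG00000288592, which overlaps ST20 on the same strand, was 0.105 without LV-NC replicate 2. The other 4 are processed pseudogenes, copies of expressed genes, so their reads are uncertain.

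The genes fixed in advance address whether the RNA of the JAK-STAT axis followed by the study was changed. The study followed STAT3 phosphorylation and the protein levels of LIFR, OSMR, PARP and Bcl-2, and stained Ki67 in xenografts. RNA values measure none of these, so they do not test whether the axis was activated. Of the 11 that passed the filter, 3 had an adjusted p below 0.05 over all genes tested, namely SNORA28, OSMR and STAT3. Adjusted over the list alone, 5 of the 14 passed. The study chose LIFR, OSMR and SOCS1 on these samples, so the second count is not independent evidence. OSMR (ENSG00000145623; GRCh38 chromosome 5, 38845858 to 38945596) had 6.53 ± 0.907 FPKM (SD, n = 3) in LV-NC and 12.3 ± 1.10 FPKM (SD, n = 3) in LV-SNORA28. Its log2 fold change was 0.83 (SE 0.11), with an adjusted p of 0.0112 in limma. STAT3 (ENSG00000168610; chromosome 17, 42313324 to 42388540) had 6.21 ± 0.269 FPKM (SD, n = 3) in LV-NC and 9.58 ± 0.535 FPKM (SD, n = 3) in LV-SNORA28. Its log2 fold change was 0.55 (SE 0.07), with an adjusted p of 0.00986 in limma.

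LIFR (ENSG00000113594; GRCh38 chromosome 5, 38474668 to 38608354) was listed at 1.14, 0.43 and 0.77 FPKM in LV-NC and at 1.45, 1.46 and 1.91 FPKM in LV-SNORA28. The groups did not overlap, but the log2 fold change of 0.57 (SE 0.16) did not pass over all genes tested, with an adjusted p of 0.0817 in limma. With a pseudocount of 0.1 the log2 fold change of LIFR was 1.03, with an unadjusted p of 0.0179 in limma. This meets the threshold of the study, while the adjusted p in that limma fit was 0.102. Its 3' UTR of 6927 bases holds 3 copies of GTGTCAC, a 7-mer of the sequence listed for LV-NC. BIRC5 (ENSG00000089685) had a log2 fold change of 0.73 (SE 0.17) and a limma adjusted p of 0.0510. The adjusted p was 0.0387 among genes with a mean of at least 5 FPKM, 0.135 without a filter, and from 0.0508 to 0.155 with 1 library left out. SOCS1 (ENSG00000185338; chromosome 16, 11254417 to 11256204) was listed at 1.06, 0.97 and 0.83 FPKM in LV-NC and at 0.42, 0.54 and 0.72 FPKM in LV-SNORA28. Its log2 fold change was -0.33 (SE 0.11), with an adjusted p of 0.261 in limma without a filter. With a pseudocount of 0.1 it was -0.69, with an unadjusted p of 0.0252 and an adjusted p of 0.254 in limma without a filter. IL11 had a log2 fold change of 0.34 and an adjusted p of 0.268 in limma without a filter and with a pseudocount of 1. BCL2 had 0.04 and 0.664 in the same fit. JAK1, JAK2, PARP1 and MKI67 had log2 fold changes of 0.06, -0.08, 0.05 and 0.07, and limma adjusted p-values of 0.593, 0.685, 0.658 and 0.901. MKI67 was listed at 24.52 FPKM in LV-NC replicate 2 and at 56.47 and 45.17 FPKM in the other LV-NC libraries.

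**Figure D3:**
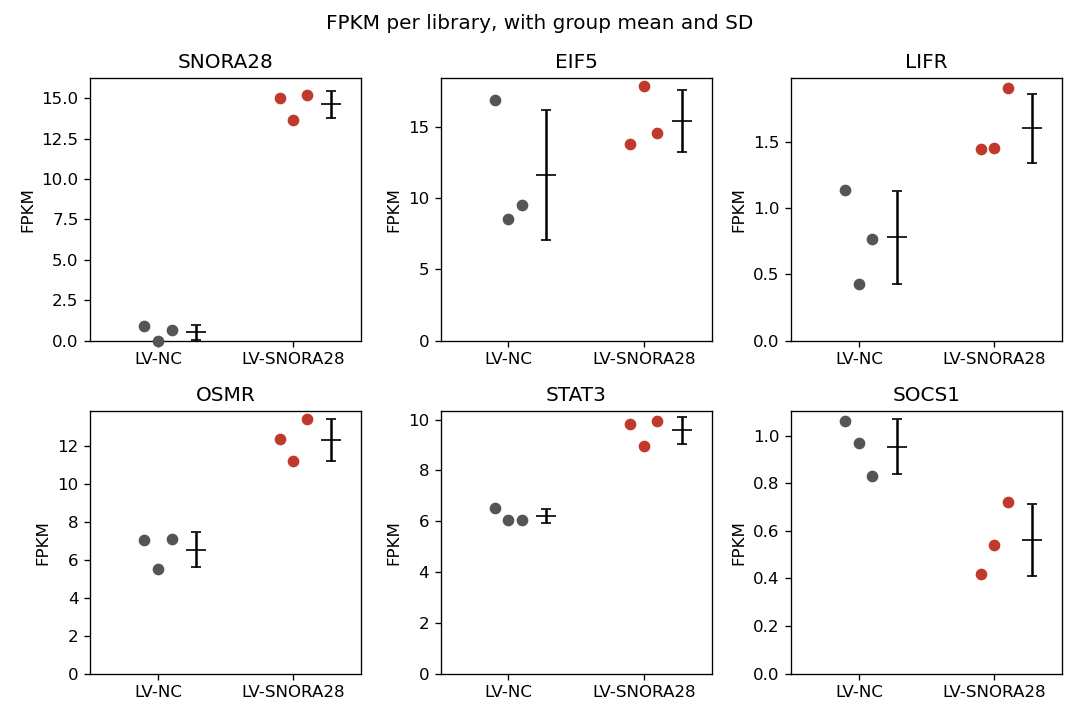
FPKM (vertical axis, starting at 0) of SNORA28, EIF5, LIFR, OSMR, STAT3 and SOCS1 in each library of LV-NC (grey points) and LV-SNORA28 (red points), with black bars for the group mean and SD (n = 3). The groups overlap for EIF5 only, and SOCS1 is the only gene of the 6 with the lower values in LV-SNORA28.

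The gene sets ask whether the RNA of the pathways named by the study moved as a whole. Of the 6 sets, the proliferation set alone passed in camera with the preset correlation. The mean log2 fold change of its 127 genes was 0.19 above that of the other genes tested, 117 of them were higher, and the adjusted p was 7.33e-08. It had an adjusted p of 0.0286 under fry, which tests against 0 and not against the other genes, and of 0.975 in camera with an estimated correlation. The JAK-STAT set (71 genes tested, shift 0.0186), the cytokine receptor set (63 genes, shift 0.00134), the PI3K-AKT set (163 genes, shift 0.0267), the STAT3 target set (28 genes, shift 0.00943) and the interferon set (53 genes, shift 0.0365) each had an adjusted p of 0.977 in camera.

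Over-representation of the pathways was tested among the 458 genes at the threshold of the study. The PI3K-AKT set had 13 of its 163 genes among them (7.98%, against 3.79% of all genes tested), with an odds ratio of 2.23 and an adjusted p of 0.0274 in the one-sided Fisher's exact test. Its adjusted p was 0.569 without LV-NC replicate 2. The JAK-STAT set had 3 of 71 genes (odds ratio 1.12, adjusted p 0.763) and the cytokine receptor set 1 of 63 (odds ratio 0.408, adjusted p 0.913). Without a filter on low values, the odds ratio was 4.46 for PI3K-AKT (adjusted p 2.60e-05), 1.60 for JAK-STAT (adjusted p 0.440) and 0.665 for cytokine receptors (adjusted p 0.802). Of the 484 calls behind these odds ratios, 10.7% had a mean below 1 FPKM. The PI3K-AKT set had 14 calls without the filter, against 13 with it. Over all genes tested, the share called fell from 3.79% to 1.48%. The larger odds ratio of PI3K-AKT therefore reflects the wider background.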

Values the study reported

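The study called a gene changed at a fold change above 1.5 in either direction with a p-value below 0.05. It carried 1428 differentially expressed genes into its pathway analysis.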

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

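The scaling to the nuclear FPKM sum, the removal of GC or length trends and the joint change of filter and pseudocount were chosen after the data were seen. DESeq2, voom and the other alternatives that need counts, and those that need another unit, were not run because the files hold FPKM only. The precision of genes near 1 FPKM is limited, since the depth is unknown.

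The 1076 genes with an adjusted p below 0.05 became 397 without a filter, where 32761 genes were tested, and 706 with the GC trend removed. Across the 6 fits that each left out 1 library they ranged from 279 to 628, with fewer samples in each. The 458 genes at the threshold of the study became 263 with a mean of at least 5 FPKM, 92 at a fold change above 2, 771 with a pseudocount of 0.1, and 1819 with that pseudocount and no filter, and they ranged from 431 to 515 with 1 library left out. A smaller pseudocount enlarges the fold changes of low genes by construction. The share of low genes among the calls moved from 10.7% to 58.1% with a pseudocount of 0.1 and to 2.07% for a level of 0.5 FPKM.

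Quantile normalization changed the split from 822 higher and 254 lower genes to 451 and 375. It shifted the median log2 fold change from 0.09 to -0.00127, and the nuclear scaling gave 615 and 264 genes. Under quantile normalization the log2 fold changes of JAK1 and PARP1, neither of them past the threshold, became -0.0339 and -0.00849.

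The replicate numbers did not pair the libraries: deviations from the group means correlated at -0.04, 0.09 and 0.00983 across genes for replicates 1, 2 and 3. With the replicate number as a block, 510 genes had an adjusted p below 0.05, of which 481 were among the 1076, and the odds ratio of PI3K-AKT was 2.44 (adjusted p 0.0103). The block did not change the fold changes, 0.83 for OSMR in both fits. The calls therefore moved through the error estimate, which had fewer degrees of freedom with the block. No further cause was tested.

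For gene sets, fry gave an adjusted p of 0.0286 for the interferon (shift 0.0365), PI3K-AKT (0.0267) and STAT3 target (0.00943) sets. It tests a set against 0 and not against the other genes, whose fold changes lie mostly above 0, so these p-values do not test the shifts. The proliferation set (0.19) lost its call with an estimated correlation. The interferon shift was -0.0228 with a mean of at least 5 FPKM. With 1 library left out, the shifts ranged from 0.12 to 0.25 for proliferation, which kept its call, from -0.0147 to 0.0261 for cytokine receptors, from -0.0191 to 0.0383 for JAK-STAT and from -0.00920 to 0.0267 for STAT3 targets. The odds ratio ranged from 1.44 to 1.98 for PI3K-AKT, which kept no adjusted p below 0.05 in these fits, from 0.697 to 1.82 for JAK-STAT and from 0.434 to 1.12 for cytokine receptors. With a pseudocount of 0.1 and no filter it was 1.92 for PI3K-AKT (adjusted p 0.0129), 2.10 for JAK-STAT (adjusted p 0.0176) and 1.37 for cytokine receptors. Calls by adjusted p gave 2.34 for PI3K-AKT (adjusted p 0.000292), 1.68 for JAK-STAT (adjusted p 0.146) and 1.08 for cytokine receptors. The cause was not tested.

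Among single genes, the log2 fold change of JAK2 was 0.0161 without LV-NC replicate 1, against -0.13 at the lowest of the fits with 1 library left out. In those fits MKI67 ranged from -0.27 without LV-NC replicate 2 to 0.32 and was -0.02 without LV-SNORA28 replicate 2. Over the single genes and the alternatives, 28 values fell short of the threshold and 2 came to pass it. Another 252 kept their direction and, where a p-value was computed, their side. These include differences of group means in FPKM for SNORA28 and EIF5, for which no p-value was computed.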

Other observations

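The tests of the shifted 7-mer, of the sense-strand 7-mer, of LIFR alone, of the mitochondrial share, of the pseudogenes and of the GC and length trends removed were chosen only after the result was seen. Each of the other tests was written down before its own result was seen.

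The threshold of the study gave 458 genes here. That is lower than the value quoted from the study above. The direction depends on the processing, as a pseudocount of 0.1 without a filter gave 1819 genes, which is higher.

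Of the 10 splits of the 6 libraries into 3 and 3, only the real one (1) gave as many genes with an adjusted p below 0.05, and the same (1) held at the threshold of the study. The most that another split gave was 5 and 114 genes. With 10 splits the share cannot fall below 0.1, so the design leaves this open.

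The higher genes were examined for a trace of the control vector. The methods of the study list TTCTCCGAACGTGTCACGT for LV-NC, the sequence it also lists for its control short hairpin. If this is expressed as a hairpin in LV-NC cells, it could repress messages with matching 3' UTR sites there, which would appear as genes higher in LV-SNORA28. Whether LV-NC makes a hairpin is not stated. The test written down beforehand took the 7-mers pairing with bases 2 to 8 of either strand, over 10535 tested genes with an annotated 3' UTR, and it failed: the better of the pair, TGTCACG, ranked at 21.3% of 16307 7-mers, with 31 of 312 genes called higher (one-sided Fisher's exact p 0.0542), and TCGGAGA ranked at 81.4%.

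The whole ranking, seen after that, had GTGTCAC at rank 2 of 16307 (0.0123%), among 7-mers made of A and T alone. This 7-mer is part of the LV-NC sequence and pairs with bases 3 to 9 of its antisense strand, that is, with bases 2 to 8 if the strand starts 1 base later. It was 1 of 26 windows of the sequence. The best of 26 random 7-mers with as many G and C bases would rank as high in its class in 0.584% of draws. Of the 1022 genes with it, 158 (15.5%) were called higher, against 7.30% of all 10535. Their mean log2 fold change was 0.21, against 0.09 in the others. Against genes matched on 3' UTR length and GC the difference was 0.12 (SE 0.00967, 0.1246 before rounding), which argues against base composition as the cause. Without matching, the difference was also 0.12 (0.1186 before rounding), and it ranged from 0.10 to 0.13 with 1 library left out. Genes whose site is followed by A (304 genes, mean 0.26) were higher than the 718 others with a site (mean 0.19; permutation p 0.00072, two-sided). These genes were not matched on 3' UTR length, GC or number of sites, and genes are not independent. The difference therefore does not decide whether the A matters. Genes with the 7-mer in the 3' UTR alone (939, mean 0.20) were higher than those with it in the coding sequence alone (752, mean 0.12; permutation p 1e-05, the smallest that 100000 resamples give). Since the 7-mer was picked from a ranking on 3' UTRs, that comparison decides nothing about where the sites act.

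After matching on 3' UTR length and GC, GTGTCAC ranked 1 and GGAGAAC ranked 2 of 16307 (0.0123%), and TGTCACG rose to rank 12. TGTCACG shares 6 bases with GTGTCAC, so 1 site can hold both, and its rank is not separate evidence. GGAGAAC pairs with the first 6 bases of the LV-NC sequence and a G before them, a base that the listed sequence does not contain and that was assumed only because of this rank. Among genes without GTGTCAC, those with GGAGAAC in the 3' UTR alone (589, mean 0.17) were higher than those with it in the coding sequence alone (1753, mean 0.11; permutation p 1e-05, the smallest possible). As the 7-mer and its G were taken from the same ranking, neither its rank nor this comparison decides whether the sense strand acts, which stays open. One or both 7-mers lay in 35.2% of the higher genes with a 3' UTR and in 17.6% of all genes tested with one. A candidate explanation is that part of the higher genes were repressed in LV-NC by the antisense strand of a control hairpin, through GTGTCAC, rather than raised by SNORA28. Most of the higher genes carry neither 7-mer. An effect of SNORA28 on a cellular small RNA with the same seed stays open, as untested, since no uninfected cells were analysed here.

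Of LIFR, OSMR, SOCS1, STAT3 and BIRC5, 1 gene, LIFR, has GTGTCAC in its 3' UTR. None of the 5 has GGAGAAC there, and BIRC5 has 1 copy of TGTCACG. The hairpin therefore could not act on OSMR and STAT3, which passed the threshold, through any of these 7-mers in their annotated 3' UTRs. The 3 copies in LIFR are matched by 9 of 1694 3' UTRs of 0.5 to 2 times its length (0.531%), while 25.2% of those have at least 1. Because LIFR did not have an adjusted p below 0.05 over all genes tested and is a single gene, the cause cannot be settled for it. Repression in LV-NC and an increase through SNORA28 cannot be told apart.

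For the genes lower in LV-SNORA28, sites for a small RNA cut from SNORA28 were sought. The best of 120 complementary 7-mers of the insert was no better than those of random sets, 0.465 of which did as well. Only 140 of the lower genes have an annotated 3' UTR, so the test gave no support for this explanation and does not exclude it.

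The excess of higher over lower genes could come from the lower mitochondrial share in LV-SNORA28, since FPKM is relative. After scaling to the nuclear FPKM sum, 70.0% of the calls were still higher, against 76.4% before, which argues against it as the whole cause. Centring each library removed the excess, so its size rests on the assumption that most genes did not change.

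Pseudogenes among the lower genes could follow reads shared with their parent genes. Over 486 tested pseudogenes with a tested parent, the median difference from the parent was -0.14 (-0.1387; 95% bootstrap interval -0.20 to -0.08). It stayed within the limit of 0.2 set for the test, while the interval excludes 0, and the medians were -0.11 for pseudogenes and 0.07 for their 269 parents. The differences went both ways, so the test does not decide, and how the reads were assigned is not stated. Shared reads therefore stay open.

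For the genes called between the groups, several technical causes were tested. The most extreme run of 50 neighbouring genes, on chromosome 8, had a median of 0.22, and shuffled gene orders did as well with p 0.166, so no copy number difference was found, and one over fewer genes stays open. The log2 fold change followed transcript length weakly (rho 0.07 across genes), and 995 genes (516 higher, 479 lower) were called after that trend was removed, a step that also centred the libraries. With the level of each library kept, 1325 genes (1026 higher, 299 lower) were called. It followed transcript GC more (rho -0.24). Removing that trend left 706 genes, 1.52 times fewer and so past the limit of 1.5 set before that fit was run, which by that rule counts for GC bias, but this step also centred the libraries. The rule was then extended, after this result was seen, to a fit with the level kept, in which 1029 genes were called. GC content therefore may account for part of the calls, but 887 of the 1076 were still called with the trend removed and the level kept, and 611 with both removed.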
